A study of Mus musculus with 16 samples. Its data were reported in "scEpiAge: an age predictor highlighting single-cell ageing heterogeneity in mouse blood" (2024).

How the data were processed

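Single nucleated cells from the peripheral blood of wild-type C57BL/6 J mice of different ages were profiled by scM&T-seq, a method that separates the mRNA of a cell from its genomic DNA so that both can be sequenced. The DNA was treated with bisulfite, which converts unmethylated cytosines, and was made into single-cell bisulfite sequencing (scBS-seq) libraries by random priming. The series described here holds the scBS-seq arm as 16 samples, each a pool of libraries from whole blood depleted of red blood cells.

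The only file analysed here was deposited by the authors as a listing of the raw data: each line pairs a sequencing run identifier with the name of 1 FASTQ file. Its values are text, with no unit and no normalisation. It holds no read counts, no coverage and no methylation calls. The methylation calls of the study were made by the authors from trimmed reads (Trim Galore) aligned to the bisulfite-converted GRCm38 genome with Bismark in single-end mode, after removal of duplicates. Those calls were not analysed here, and the sequencing depth of each cell and sample is therefore unknown here. The reference genome and annotation were not used, because the listing gives no coordinates and no genes.

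Each file name was split into a lane number, a plate name, a well name, an index sequence, a library identifier and a read mate, using Python (v3.11.15) and pandas (v2.3.3). The figure was drawn with matplotlib (v3.10.9). All 3072 names split into these fields, and the lane number equalled the second lane field of the name in all 3072. The parser and the index distances were tested on a simulated listing with entries left out and near-identical indices planted. A library was counted as a distinct library identifier. A plate number is the number within a plate name, so that the names blood3L and blood3R share plate number 3. The distance between 2 indices was the number of bases at which they differed (Hamming distance).

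Samples were grouped by the only split that their labels make, the title set: 8 samples are titled EpiAge with a Roman numeral and 8 are titled scBS with a number. The labels give no age for any sample, so no comparison by age was made. Exact permutation tests of the number of runs and of libraries per sample between the title sets were planned before the data were examined. They were not run, because the title or sample number of 0 of the 16 samples occurred in a listed file name, and lane numbers or the order of the listing were not used in place of a label. Of the 1536 library identifiers, 768 begin with EpiAge, a word that also stands in the titles of 8 samples, but no name carries a Roman numeral, and the other identifiers match no label. Counts are therefore given per plate name and not per sample. They were exact counts of listed entries and carry no replicate error. The rule for genes to be named applied to no result, since the listing holds no genes. Alternative definitions of a library were also counted.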

Results

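To describe how the single-cell bisulfite libraries of the study were laid out for sequencing, the listing of raw data was examined. The labels describe 16 pooled samples of mouse whole blood in 2 title sets of 8 samples each (EpiAge and scBS). The listing held 3072 entries with 3072 distinct run identifiers and 3072 distinct file names, so each run stood for a single read file. These runs belonged to 1536 libraries, and all 1536 libraries were listed with both read mates. The mates of a library thus had separate run identifiers. In 1098 libraries (71.5%) the identifiers of both mates were consecutive, and the largest gap between mates was 2917.

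The libraries carried 16 plate names. Every plate name was listed with 192 runs and 96 libraries, in 96 different wells and with 96 different index sequences, and under a single lane number. No plate name lacked a well or a mate, and the spread of these counts over the 16 plate names was 0. Counting each run as a library would give 192 per plate name.

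The library identifiers fell into 2 series, one beginning with EpiAge and one beginning with a project code. Each series had 768 libraries on 8 plate names under lane numbers 1 to 8. The number of libraries per plate name was 96 in both series, a difference of 0. The series differed in how plates were named. The EpiAge identifiers covered 8 plate numbers (1, 2, 11, 12, 15, 22, 23 and 24) with 1 plate name each. The project-code identifiers covered 4 plate numbers (3, 14, 21 and 23), each with a name ending in L and a name ending in R. In total there were 11 distinct plate numbers. Plate number 23 occurred in both series, with 3 plate names and 288 libraries, whereas the other lettered plate numbers (3, 14 and 21) had 192 libraries each and the remaining 7 had 96 each.

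The index sequences were next compared between plate names, since an index is what assigns a read to a cell within a lane. The listing held 768 distinct indices of 8 bases, and each of the 768 was always listed with the same well name. They formed 8 sets of 96. In the EpiAge series each plate name used its own set. In the project-code series 4 of these sets were used, each in 2 plate names, so that 4 sets served 3 plate names in all and 4 sets served 1. Of the 120 pairs of plate names, 12 shared all 96 indices and 108 shared none. The plate names of lane numbers 1, 2, 3 and 4 used the same indices in both series, whereas those of lane numbers 5, 6, 7 and 8 shared no index between series. No pair of plate names with the same index set had a library identifier in common.

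**Figure D1:**
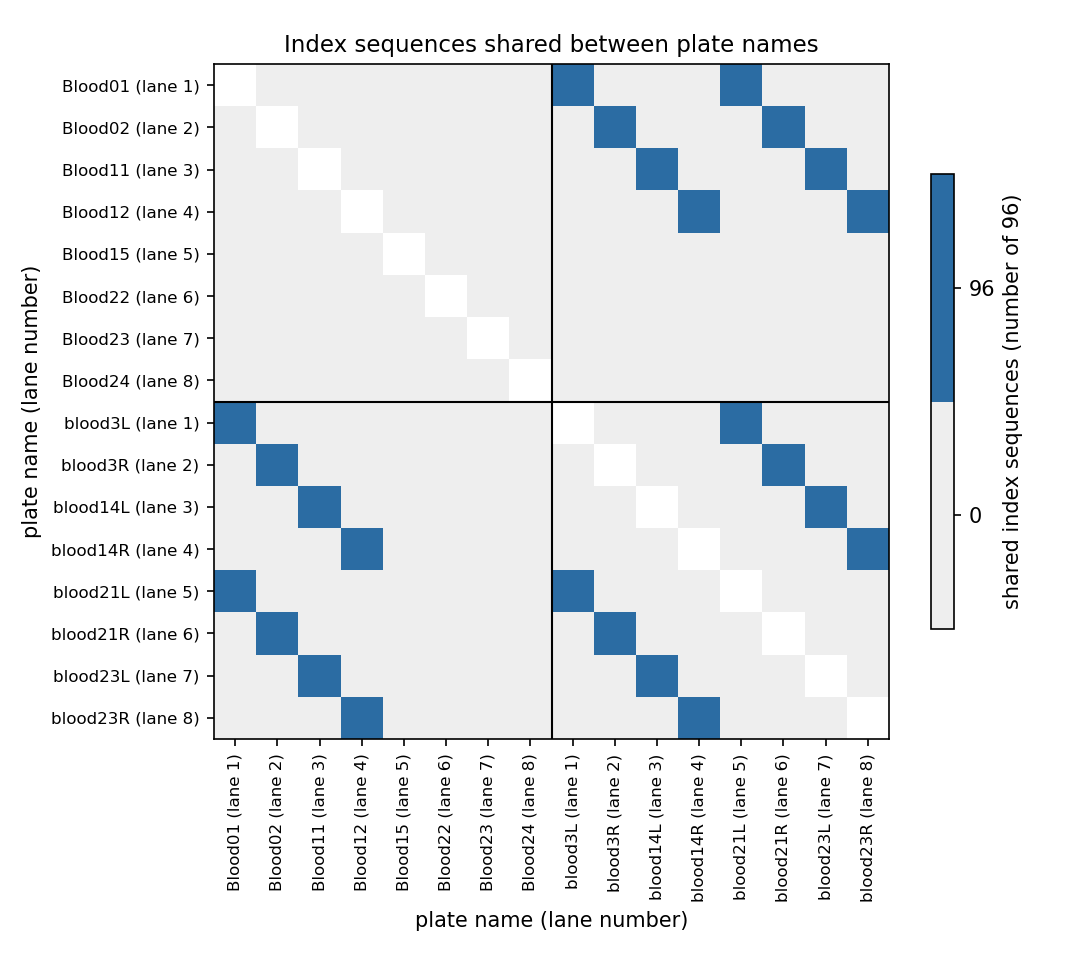
Number of index sequences (of 96) shared by each pair of the 16 plate names. Plate names are on both axes with their lane number, black lines part the EpiAge series (first 8) from the project-code series (last 8), blue cells mark 96 shared indices, grey cells mark 0, and the blank diagonal is a plate name against itself; 12 of the 120 pairs are blue.

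Within a set, the indices differed from each other by at least 4 bases in 1 set, which was used for Blood01, blood3L and blood21L. In the other 7 sets the smallest distance was 2 bases. These 7 sets held between 4 and 15 pairs of indices at distance 2, out of 4560 pairs per set, and between 8 and 23 of the 96 indices of a set had such a neighbour. The set with 15 pairs was used for Blood12, blood14R and blood23R. There were 0 pairs at distance 1 in any set. The GC content of the sets ranged from 47.4% to 51.3%.

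The listing gives neither the number of reads nor the methylation of any library. The number of cells that passed quality control, the DNAme level at CpG islands and repeat regions, and predicted age were therefore not analysed here.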

Values the study reported

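The study reported profiling 1055 blood cells, of which 853 met its quality criteria for methylation. For scBS-seq it stated that 48 cells were pooled on each lane. The mice were between 10 and 101 weeks old.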

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

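The number of libraries depended on what was counted as one. Under the main definition (distinct library identifiers) there were 96 per plate name and 1536 in all. Counting every run identifier gave 192 per plate name and 3072 in all, because each mate had its own run. Requiring both mates changed neither count, which stayed at 96 and 1536. Counting read files in place of run identifiers left 192 per plate name. The remaining definitions were chosen after seeing the data: merging the L and R plate names by well gave 1152, distinct combinations of plate number and well gave 1056, and distinct index sequences gave 768, because index sets were used again in several plate names.

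No paired analysis was possible because no listed name matched a sample. For the same reason the planned difference of medians between title sets was not run. Depth limits nothing in these counts, which are of listed entries, but the listing says nothing of how many reads a library received, and a listed well need not hold a usable cell.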

Other observations

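All tests in this part were chosen after the results were seen, and no biological explanation was tested, since the listing holds no measurement of the cells.

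Each of the 8 lane numbers was listed with 2 plate names, 1 of each identifier series. The number of libraries under a lane number was 192, or 96 per plate name if the series were run on separate flow cells. Both are counts of libraries, and both are higher than the number of cells per lane quoted from the study above. If an L and an R plate name held the same cells, each such cell would take up 2 lane numbers. Libraries per lane need not then match the study's cells per lane. This does not bear on the EpiAge series, whose plate names carry no letter. Every plate name was listed under a single lane number, so the listing shows no plate name on a second lane. Lanes that were sequenced but not listed cannot be seen here.

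The plate numbers 3, 14, 21 and 23 were each listed under more than one plate name, and the file names do not say what L and R stand for. One explanation is that the L and R plate names list the same indexed libraries sequenced again. The names argue against it, because the 4 pairs of L and R plate names shared 0 library identifiers and index sequences in total. A second candidate explanation is that they are separate libraries from the same wells, which would make the 1536 libraries stand for fewer cells. Merging the L and R plate names by well gave 1152, which is above the number of profiled cells quoted above, as is 1536. Counting each combination of plate number and well once gave 1056, almost exactly that number. This also merges Blood23 of the EpiAge series, which has no letter, with blood23L and blood23R. Blood23 has an index set of its own, but this does not set it apart, since L and R plate names also share 0 indices. The near match is therefore not what merging L and R alone predicts. The near match does not settle the question by itself, because 1056 is what any 11 fully listed plates of 96 wells give. A listed well also need not have entered the number of profiled cells. The 11 plate numbers do equal the 11 folds in which the study left out 1 mouse at a time. Its overview figure instead gives 3 mice at each of 4 ages, and the names tie no plate to a mouse. Each index was always listed with the same well name, so the well may be the position in the index plate and not that of the cell. The names alone therefore do not exclude L and R as different plates of 1 animal. The design of the study argues against that reading. It stated about as many single cells per animal as 1 plate of 96 wells holds. Plate numbers 3, 14 and 21 held 192 libraries each, and plate number 23 held 288. A listed well need not have been profiled, so the reading is not excluded outright. The question bears on any reuse of the reads. Libraries from the same cell would have to be merged before cells are counted, whereas libraries from different plates would not.

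The same indices recurred under the same lane number in both identifier series for lane numbers 1 to 4. If both series had been loaded on the same lanes of 1 flow cell, 384 indices would each stand for a library of both series in the same lane, which demultiplexing could not resolve. The names therefore argue against a shared flow cell for lane numbers 1 to 4. For lane numbers 5 to 8 no index was shared, and the listing leaves the question open. The names carry a lane but no flow cell, so lane number alone should not be used to define a sequencing batch in these data.

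In a set of 96 unselected sequences of 8 bases, 19.3 pairs at distance 2 or less would be expected, against 0 to 15 in the 8 sets listed. All 8 sets were below this expectation, without a test, and 7 of the 8 held pairs that differ by 2 bases. An index read is equally close to both if its 1 error turns a differing base into that of the other index. Any other single error leaves it closer to its own index. Whether any reads were assigned to the wrong cell was not measured.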
